A study of Mus musculus with 104 samples. Its data were reported in "Blimp-1 and c-Maf regulate Il10 and negatively regulate common and unique proinflammatory gene networks in IL-12 plus IL-27-driven T helper-1 cells" (2023).

How the data were processed

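ATAC-seq, which reads the DNA that a transposase can reach, was done on mouse CD4+ T cells cultured in medium or with IL-12, with IL-27, or with both cytokines (IL-12+IL-27), and collected on Day 2 or Day 3. The cells came from mice with floxed alleles of Prdm1, of Maf or of both genes, without or with CD4-Cre, the recombinase that deletes floxed exons in T cells. The 3 floxed backgrounds, both genotypes, 4 cultures and 2 days make 48 groups. Each group had 2 libraries, except on Day 3 of the prdm1 maf background, where each had 3. One peak list per library was used, and no reads or counts.

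Per the study's methods, the authors trimmed reads with Skewer 0.2.2, aligned them to the mm10 genome with BWA-MEM, dropped discordant pairs and alignments with a mapping quality under 30, and shifted reads by 4 and -5 bp on the 2 strands. Read pairs spanning more than 99 bp were excluded, which keeps nucleosome-free fragments. Peaks were called by the authors in each library on its own with MACS2 2.1.1, with a shift of -100 bp, an extension of 200 bp and a q-value threshold of 0.01. The deposited start, end and summit columns are positions in bp, a unit of another kind than the peak values. The deposited -log10 p and -log10 q columns are the caller's p-value and q-value at the summit within 1 library. The deposited fold enrichment is the ratio of the summit pileup to the caller's local background, with 1 added to both. The deposited score is 10 times the -log10 q, reduced to a whole number, and carries nothing further. These are the authors' values, and they were used only to rank peaks within a list and to recover the pileup. No peak ended past the end of its chromosome in the GRCm build 38 reference, and no 2 lists were identical.

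The -log10 p and the fold enrichment together give the summit pileup, which was within 0.001 of a whole number for a median of 100.0% of a library's peaks, and the local background. The lowest background that many peaks share is the caller's genome-wide level, and this gave an estimate of the tags in each library. The estimate assumes the caller's preset mouse genome size, which the files do not state, so it ranks libraries by depth and is no exact total.

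Overlapping peaks of all libraries were merged into 218035 regions, with a median width of 351 bp. A library had a region when at least 1 bp of its peaks fell inside it. For each background and each of 4 factors (IL-27, IL-12, day and Cre), presence was compared with an exact conditional test over strata of the other 3 factors (exact Cochran-Mantel-Haenszel, two-sided). Regions with a peak in at least 4 libraries of the background and no peak in at least 4 were tested, with Benjamini-Hochberg adjustment over regions and a threshold of 0.05. The authors compared genotypes with DiffBind and DESeq2, which need reads, so that test could not be repeated. The comparisons, the tests and the rule for naming regions were fixed before the data were examined.

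The share of variation between libraries was the R2 of each factor on Jaccard distances, with 100000 permutations within strata, one-sided for a larger R2. Principal components were computed on presence coded 0 or 1, per background. Numbers of peaks were compared by permutation within strata, two-sided, 100000 permutations. Motifs were searched on both strands within 100 bp of each summit as fixed consensus sequences: AP-1 TGASTCA, the MARE motif (part of the element bound by Maf proteins) TGCTGAS, Blimp-1 AGYGAAAG, STAT TTCNNNGAA, ISRE GAAANNGAAA, T-box AGGTGTGA, and CTCF CCASYAGRKGGC as a control. The 7 motifs and 4 factors made 28 tests. Library numbers fell into 13 runs of 8 libraries, each with 1 background, 1 day, both genotypes and all 4 cultures. The labels do not say that a run was an experiment. Day is shared by all libraries of a run, so comparisons of days within a culture, and of the IL-27 effect between days, used run means (6 Day 2 and 7 Day 3 runs) and exact permutation tests, two-sided.

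The regions named were those overlapping the Prdm1 and Maf gene bodies and the 17 conserved noncoding sites at Il10, Prdm1, Ifng and Maf that the study's methods list. For each background and factor, the 3 regions in each direction with the smallest p were added. Ties were broken by the difference in the share of libraries with a peak, then by the within-list rank of the peaks, then by position. Genes within 3 kb were taken from GENCODE mouse release M21. A fixed list of 11 genes (Il2, Il3, Id2, Eomes, Penk, Stra6, Cd200, Csf2, Il23r, Lag3 and Tigit) was tested for Cre. Sites are named by their distance from the start of the gene as annotated.

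The region test was tested on simulated presence. With 200 changed regions per comparison, 28 to 91% of large changes (present in 10% against 90% of libraries) and 0 to 8% of small changes (30% against 70%) passed the threshold. Of the unchanged regions 0 to 1 passed. Presence was drawn independently for each region and library, without effects of depth or run shared by many regions. The simulation therefore does not show how many calls such effects could add. When 20% of the regions changed by the large amount, at least 98.9% of them passed. A comparison with few changed regions can therefore miss most of them.

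The alternatives were: no region filter, peaks with -log10 q of at least 5, peaks covering at least 50% of the region, fixed-width windows centred on summits, lists of equal length, autosomes only, strata split by run, covered length, a motif window of 50 bp, sites called by a summit inside them, and leaving out each library or run. A further alternative, an equal pileup multiple, was chosen after the data were seen. It kept the peaks whose recovered pileup was at least 8 times the library's genome-wide background, which was 85.8% of all peaks. It limits differences in detection, and the libraries still differed in depth. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The study's RNA-seq and ChIP-seq data were not part of the material and were left out.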

Results

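Peaks of accessible chromatin were called by ATAC-seq in libraries of cultured mouse CD4+ T cells. The prdm1 fl/fl and maf fl/fl backgrounds had 32 libraries each, 16 floxed and 16 with CD4-Cre, and the prdm1 fl/fl maf fl/fl background had 40, 20 of each genotype. Each group of background, genotype, culture and day had 2 libraries, or 3 on Day 3 of the prdm1 maf background. A library had between 49056 and 115150 peaks, with a median of 83898. The estimated depth was between 17.1 and 43.2 M (mega) tags, with a median of 25.6 M. Of the 218035 merged regions, 43240 had a peak in 1 library and 25388 in every library. A protein-coding transcription start lay within 1 kb of 38.3% of the regions found in all libraries and of 7.76% of all regions. Positions are in mm10 (GRCm38).

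The first comparison asked whether Cre removed accessible sequence at the targeted genes. In the Prdm1 coding exon region at chr10:44439576-44439953, a peak was present in 0 of 16 Cre and 12 of 16 floxed libraries of the prdm1 background (exact test over strata, two-sided, p = 6.43e-05, adjusted over the gene-body regions 0.00212). It was present in 0 of 20 Cre and 17 of 20 floxed libraries of the prdm1 maf background (exact test, p = 1.74e-07, adjusted 1.15e-05). In the maf background, where Prdm1 is intact, 11 of 16 Cre and 13 of 16 floxed libraries had the peak. Both listed sites at Maf, 0.5 kb inside and 0.1 kb before the gene start, had a peak in 0 of 16 Cre and 16 of 16 floxed libraries of the maf background (adjusted p = 1.52e-05). They had one in 0 of 20 Cre and 20 of 20 floxed libraries of the prdm1 maf background (adjusted p = 2.46e-07), and in all libraries of the prdm1 background. The wide merged region over the Maf start, chr8:115705646-115709933, holds other peaks and was present in 14 of 16 and 16 of 20 of those Cre libraries. A region in the Maf untranslated sequence, chr8:115703147-115703491, had a peak in 7 of 16 Cre and 0 of 16 floxed libraries of the maf background (exact test, p = 0.00463, adjusted 0.102).

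The second comparison asked which of culture, day and deletion separated the libraries most. IL-27 accounted for 22.9%, 25.4% and 22.7% of the variation in Jaccard distance in the prdm1, maf and prdm1 maf backgrounds (permutation test, one-sided, p = 1e-05 in each, the smallest these permutations can give). Day accounted for 16.6%, 14.8% and 14.96%. IL-12 accounted for 4.50%, 4.94% and 5.81%. Cre accounted for 2.05% in the prdm1 background (permutation p = 0.0193, adjusted 0.0211), 1.75% in the maf background (p = 0.212) and 2.63% in the prdm1 maf background (p = 0.00029, adjusted 0.000348). The largest move was with lists of equal length for day in the prdm1 background, to 20.5%. Covered base pairs in place of regions moved the shares of IL-27 to 19.6%, 21.5% and 19.03%.

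Libraries of the same group shared 72.4% ± 3.33 (SD, n = 16 pairs), 72.3% ± 2.59 (n = 16) and 72.0% ± 3.16 (n = 32) of their regions in the 3 backgrounds. Pairs that differed only by Cre shared 72.5%, 72.9% and 71.0%. Pairs of the same group always come from different runs, while some pairs that differ by Cre share a run. Libraries of a run were more alike than chance, so these near-equal shares do not exclude a difference by Cre. With permutation within runs, the R2 of Cre had p = 5e-05, 0.00145 and 0.00085 in the 3 backgrounds. Pairs that differed only by IL-27 shared 59.6%, 59.6% and 58.7%. Pairs that differed only by day shared 61.5%, 63.8% and 61.5%, and pairs that differed only by IL-12 shared 68.8%, 69.7% and 67.7%.

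The first principal component held 27.2%, 25.7% and 26.5% of the variance of peak presence in the prdm1, maf and prdm1 maf backgrounds. IL-27 accounted for 55.1%, 68.7% and 58.6% of the scores on it, day for 30.7%, 21.5% and 25.1%, and the number of peaks per library for 85.8%, 76.8% and 90.6%. The scores of libraries with and without IL-27 overlapped on it in all 3 backgrounds. The second component held 9.32%, 9.94% and 7.27%. Day accounted for 54.4%, 59.2% and 61.7% of its scores, and IL-27 for 22.9%, 18.3% and 20.7%.

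**Figure D1:**
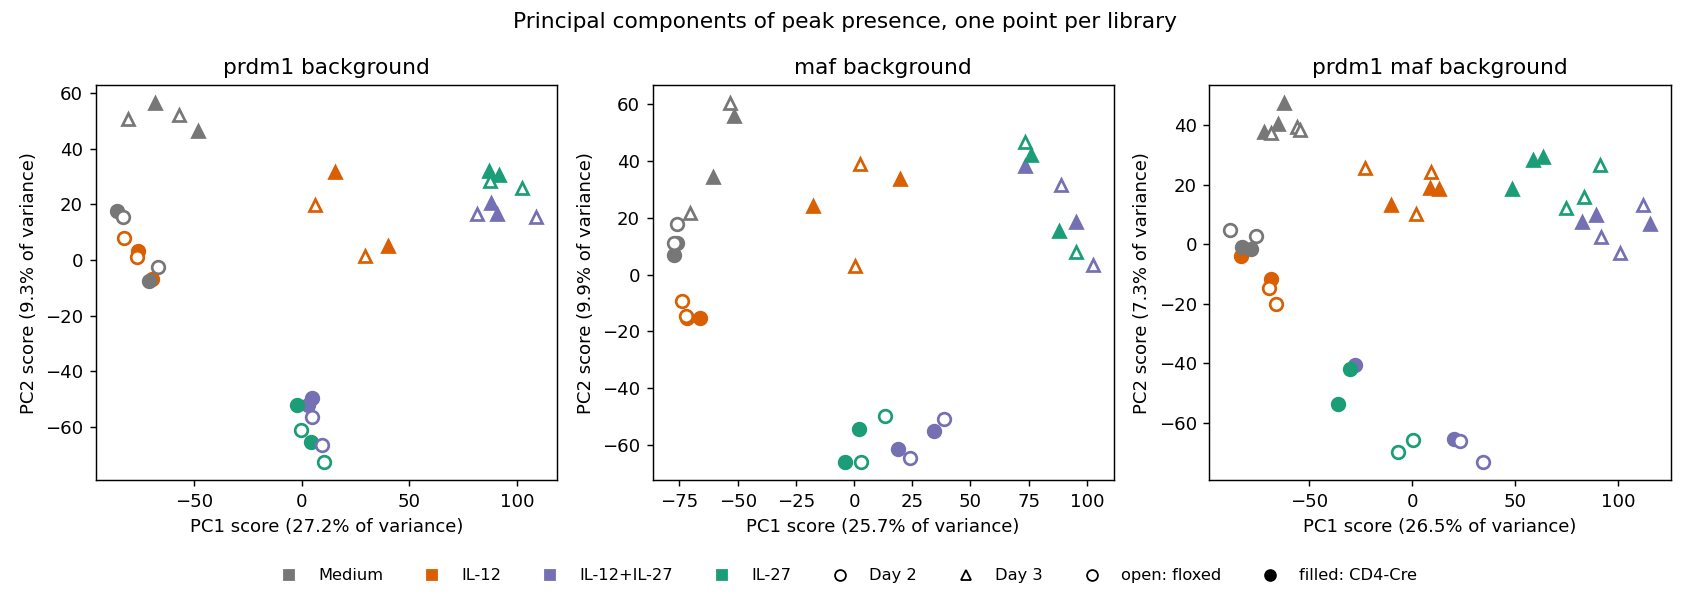
Scores of each library on the first and second principal components of peak presence, 1 panel per background, with the share of variance on the axes. Colour gives the culture, shape the day and fill the genotype. Medium and IL-12 libraries of Day 2 lie at low scores on the first component, and Day 3 libraries with IL-27 at high scores. In the prdm1 maf panel, Cre libraries in IL-27 lie below floxed ones on this component on each day. On Day 3 their scores were 48.6 to 63.6 with Cre and 74.9 to 91.2 floxed. The same holds there for IL-12+IL-27 on Day 2. Elsewhere open and filled symbols are mostly mixed. The prdm1 maf Cre groups that lie lower on the first component also had fewer estimated tags on average than their floxed groups. In IL-27 the means were 20.4 M with Cre and 30.5 M floxed on Day 3, and 18.3 M and 25.2 M on Day 2. Lower depth and an effect of deletion therefore cannot be told apart for these scores.

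The third comparison asked at which regions each factor changed the presence of a peak. With IL-27, 25524 of 81349 tested regions differed in the prdm1 background (21875 more and 3649 less often present), 26515 of 78542 in the maf background (21835 and 4680) and 36555 of 87040 in the prdm1 maf background (32132 and 4423). In all 3 backgrounds, 17027 regions differed in the same direction. Lists of equal length moved these counts most. They gave 14809 regions in the prdm1 background (8605 more and 6204 less often present), 17655 in the maf background (10106 and 7549) and 17967 in the prdm1 maf background (10312 and 7655). Of the regions more often present with IL-27, 1.87%, 1.67% and 2.14% lay within 1 kb of a protein-coding transcription start, against 3.67%, 3.61% and 3.87% of the tested regions.

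For IL-27 in the prdm1 background, 25 regions more often present and 57 less often present were tied at the smallest p, and in the maf background 81 and 84, so the regions named are those the tie rule placed first. In the prdm1 background the first lay upstream of Slc9a9 at chr9:94666792-94667180, present in 16 of 16 libraries with and 0 of 16 without IL-27 (adjusted p = 0.00108). It gave the same counts in the maf background. Others with 16 against 0 in the prdm1 background were chr5:104042641-104043041, downstream of Gm43545, and chr4:48276695-48277002 in an Erp44 intron. A region in a Wwox intron, chr8:114984366-114984872, was present in 16 of 16 against 0 of 16 libraries in the maf background and in 20 of 20 against 0 of 20 in the prdm1 maf background (adjusted p = 3.73e-05). A second Wwox intron region, chr8:115111887-115112652, showed 16 against 0 in the maf background. In the prdm1 maf background, introns of Gm38404 (chr6:127302628-127303186) and Ppt1 (chr4:122840120-122840535) showed 20 against 0.

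Of the regions lost with IL-27, chr16:27275106-27275801, with no gene within 3 kb, was present in 0 libraries with IL-27 and in every library without it in all 3 backgrounds. The Stpg4 intron region chr17:87418033-87418547 showed 0 against 16 in the prdm1 and the maf background. The Bdh1 intron region chr16:31424301-31424969 showed 0 against 16 in the maf and 0 against 20 in the prdm1 maf background. The others were chr16:46345435-46346124 (prdm1 background, 0 against 16) and chr8:34759000-34759422 (prdm1 maf background, 0 against 20), neither with a gene within 3 kb.

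With IL-12, 0 regions passed the threshold of the exact Cochran-Mantel-Haenszel test in the prdm1 background (6079 at an unadjusted p below 0.05) and 0 in the maf background (6577). In the prdm1 maf background 2468 passed, 2387 more and 81 less often present. The number was 1002 with no region filter, and 4375 without the prdm1 fl/fl maf fl/fl IL-12 Day 3 replicate 1 library. With strata split by run it was 0 (exact test, 10318 at an unadjusted p below 0.05, smallest adjusted p 0.083). With any 1 of the 3 Day 3 runs left out, so that this background had 32 libraries as well, 0 regions passed (7895 to 8559 at an unadjusted p below 0.05). The first 3 by p and tie rule were chr13:112406482-112407273 and chr13:112052524-112053261, with no gene within 3 kb and present in 19 of 20 against 2 of 20 libraries, and chr2:104918351-104919119 in a Ccdc73 intron (16 against 0, adjusted p = 0.00232). Less often present were regions in an Rcc2 coding exon (chr4:140712851-140713469, 4 against 18 of 20), a Pitpnm2 intron (chr5:124157589-124158530, 2 against 16) and a 4933427D06Rik intron (chr6:89064930-89065370, 0 against 12).

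Between Day 3 and Day 2, 16343 regions differed in the prdm1 background (13560 more and 2783 less often present on Day 3), 12037 in the maf background (9611 and 2426) and 25483 in the prdm1 maf background (22717 and 2766). In all 3 backgrounds 7678 differed, all in the same direction. Without the region filter the counts were 10137, 5506 and 19360. These tests treat libraries as independent, although all libraries of a run share the day. In the prdm1 background 27 regions more often present on Day 3 were tied at the smallest p, and in the prdm1 maf background 25. Present in every Day 3 and no Day 2 library were a Cd226 intron region (chr18:89244092-89244636) in the prdm1 and prdm1 maf backgrounds, a region in an Rptor coding exon (chr11:119724400-119725071) and a Wdr38 intron (chr2:39003035-39003470) in the prdm1 background. In the maf background the same held for introns of Igf2bp2 (chr16:22124244-22124684) and Trp73 (chr4:154125229-154125771) and for chr13:6484997-6485531, with no gene within 3 kb. For the prdm1 maf background these were chr11:113766238-113766836, with no gene within 3 kb, and the transcription start of Krt16 (chr11:100248806-100249480).

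Lost on Day 3 in the prdm1 background were a Calcrl intron region (chr2:84347346-84347808), chr3:116456568-116457093 with no gene within 3 kb, and a Gm14249 intron region (chr2:169502433-169503102), each present in 0 of 16 Day 3 and 16 of 16 Day 2 libraries. In the maf background the region over the Ugt8a start (chr3:125937757-125939114) showed 0 against 16. Regions downstream of Rps9 (chr7:3707948-3708942) and in a Cd109 intron (chr9:78621643-78622011) showed 1 against 16. In the prdm1 maf background a 4732490B19Rik exon region (chr11:113206149-113206537) showed 0 of 24 against 15 of 16, and a Nipa2 intron region (chr7:55960465-55960900) and chr1:58781196-58781720, with no gene within 3 kb, showed 2 of 24 against 16 of 16.

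With Cre, 8 regions passed the threshold in the prdm1 background (7 more and 1 less often present, 1409 at an unadjusted p below 0.05), 0 in the maf background by the exact Cochran-Mantel-Haenszel test (930) and 6 in the prdm1 maf background (5 and 1, 3663). With Day 3 run 1, 2 or 3 of that last background left out, 2, 0 and 0 regions passed by the same exact test (3008, 2070 and 3052 at an unadjusted p below 0.05). These few regions are all named here, those past the first 3 in each direction after their values were seen. The tests for Cre treat libraries as independent, although cultures of a genotype in an experiment came from a shared pool of mice. In the prdm1 and the prdm1 maf background, 3 regions passed in both. They were a Cd4 intron region, chr6:124879745-124880559 (16 of 16 against 0 and 18 of 20 against 0), a Kcnab1 intron region, chr3:65310202-65310458 (16 against 0 and 16 against 0), and chr16:75537273-75537482, with no gene within 3 kb (15 against 0 and 19 against 0). The same regions were present in 15, 13 and 11 of 16 Cre and in 0 floxed libraries of the maf background, so they followed Cre in every background.

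In the prdm1 background the others were chr9:70079860-70080749, with no gene within 3 kb (16 against 1), and introns of Gm10125 (chr18:5526644-5526853, 15 against 0), Gpc5 (chr14:115753112-115753321, 15 against 0) and Gm46329 (chr12:57985699-57985920, 15 against 0). The region over the Hist1h4m start (chr13:21811650-21811909) showed 0 against 16. The Gm10125 region had the opposite direction in the maf background, with 0 of 16 Cre and 10 of 16 floxed libraries. In the prdm1 maf background the others were an AC142100.3 intron (chr18:83024323-83024532, 19 against 0), an Adgrb3 exon (chr1:25485938-25486148, 16 against 0) and the Prdm1 coding exon region given above. The regions on chr1, chr14, chr16 and chr18 in this list were at most 220 bp wide. Without the region filter the counts were 0 in the prdm1 and 5 in the prdm1 maf background, with 1409 and 3663 regions at an unadjusted p below 0.05.

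**Figure D2:**
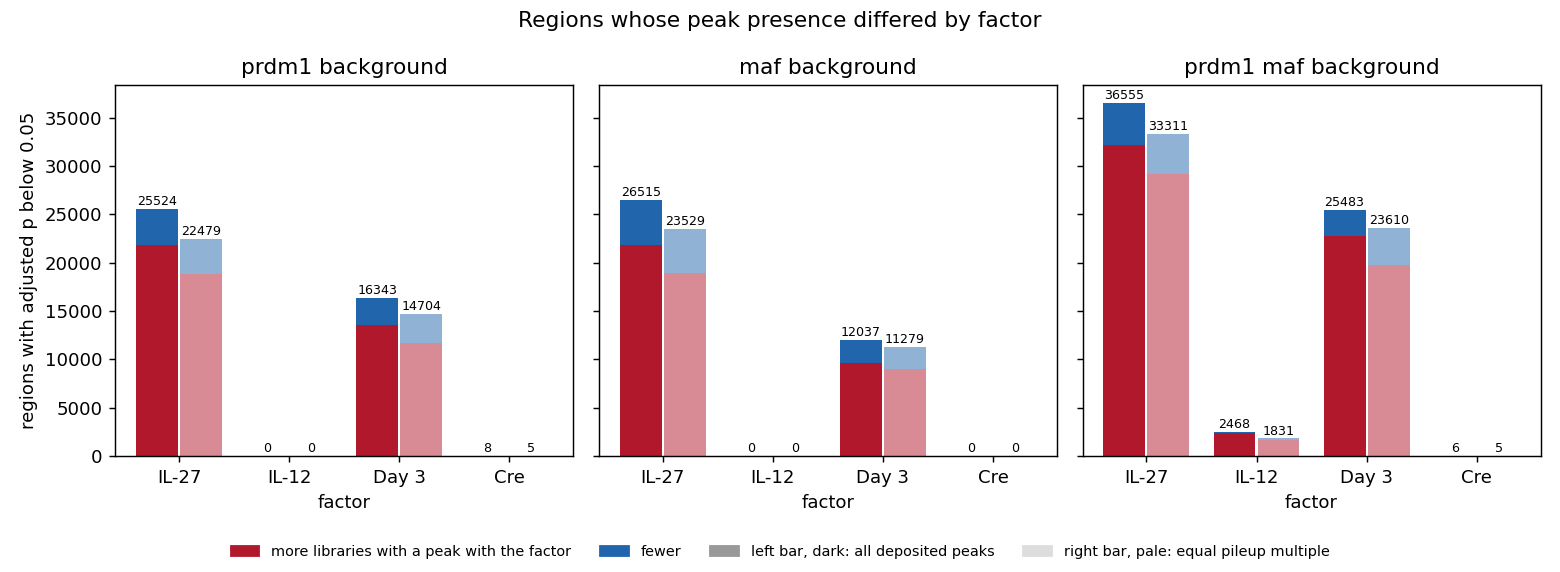
Number of regions with an adjusted p below 0.05 for each factor, 1 panel per background, with the parts more and less often present stacked. Dark bars use all deposited peaks and pale bars peaks above an equal multiple of each library's background. IL-27 gave the most regions in each panel (25524, 26515 and 36555) and Cre 8, 0 and 6.

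The fourth comparison asked, as the study did, how the genotypes differed within each culture and day. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.33, and 3 against 3 not below 0.1. Regions with a peak in all libraries of one genotype and none of the other were therefore counted and set beside the same count for the other splits of the libraries. Over the 24 comparisons the median was 3915 such regions, against 4059 for the other splits. The other splits took no account of runs, and they include the split of run against run. Libraries of a run were more alike than chance, so that split can raise the count for the other splits. Neither the 4059 nor the chance tallies that follow therefore rule out a genotype difference within runs. The real split was the highest of its splits in 9 of the 24 comparisons, where chance gives 7.07. By background it was 3 of 8 in prdm1 and 1 of 8 in maf, where chance gives 2.67 each, and 5 of 8 in prdm1 maf, where chance gives 1.73. With lists of equal length the median was 2465 against 2360.5 for the other splits, and the tally was 5, 2 and 3 of 8. At an equal pileup multiple it was 3232.5 against 3179, with 4, 2 and 4 of 8. Of the fixed list of 11 genes, 3, 2 and 2 regions passed for Cre in the prdm1, maf and prdm1 maf backgrounds, adjusted over the list alone, and 0 of them passed over all regions tested by the same exact test (4, 4 and 5 of the list at an unadjusted p below 0.05). All lay within 3 kb of Lag3, whose gene is 16.1 kb from Cd4. At chr6:124903557-124904097 the peak was present in 3 of 16 Cre against 16 of 16 floxed libraries in the prdm1 background (adjusted over the list alone 0.000965). It was present in 7 of 16 against 16 of 16 in the maf background and in 7 of 20 against 20 of 20 in the prdm1 maf background. At chr6:124900948-124901551 the numbers were 5 against 15, 8 against 16 and 12 against 20, and at chr6:124901762-124902442 they were 8 against 16 in the prdm1 background.

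The fifth comparison concerned the 17 listed sites at Il10, Prdm1, Ifng and Maf. A peak overlapped 12 of them in at least 1 library. Sites without a peak in any library lay 4.3 and 0.3 kb before the Il10 start, and at 68.0, 68.5 and 68.9 kb inside Prdm1. Every library had a peak at chr1:130999392-131000079 and chr1:131010358-131010959 (20 and 9.1 kb before Il10), chr10:44444379-44444823 (83.9 kb inside Prdm1), chr10:118418931-118419604 (21.7 kb before Ifng), chr10:118458504-118459268 and chr10:118470319-118471098 (17.7 and 29.8 kb after the Ifng start). At chr1:131025796-131026363, 6.2 kb after the Il10 start, 18 of 26 medium, 19 of 26 IL-12, 26 of 26 IL-12+IL-27 and 26 of 26 IL-27 libraries had a peak (IL-27 exact test over strata, two-sided, adjusted p over the 68 site tests 9.11e-05, day 0.000498 with libraries taken as independent). On Day 2 the numbers were 5, 5, 12 and 12 of 12.

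At chr10:118435135-118436034, 5.5 kb before Ifng, a peak was present in 6 medium, 25 IL-12, 26 IL-12+IL-27 and 25 IL-27 libraries of 26 each (IL-27 and IL-12, adjusted p = 2.19e-06 each). At chr10:118406835-118407446, 33.9 kb before Ifng, the numbers were 18, 24, 26 and 26 (IL-27, adjusted p = 0.0059, day 0.00126), and with lists of equal length the IL-12 difference there passed as well (adjusted p = 0.00223). At chr10:118460007-118460948, 19.5 kb after the Ifng start, they were 24, 17, 0 and 4 (IL-27, adjusted p = 4.88e-13, IL-12 0.00644, day 0.00121). With runs as the unit for day, the exact permutation p at the sites 6.2 kb after the Il10 start, 33.9 kb before and 19.5 kb after the Ifng start, adjusted over the 6 sites where presence varied, was 0.0035, 0.0035 and 0.00699. The IL-12 difference at the site 19.5 kb after the Ifng start was no longer past the threshold with lists of equal length (adjusted p = 1). With all peaks, only the Maf sites differed by Cre, with 16 of 52 Cre and 52 of 52 floxed libraries (adjusted p = 1.95e-13), all 16 from the prdm1 background. At an equal pileup multiple the site 5.5 kb before Ifng differed by Cre too (adjusted p = 0.0163).

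**Figure D3:**
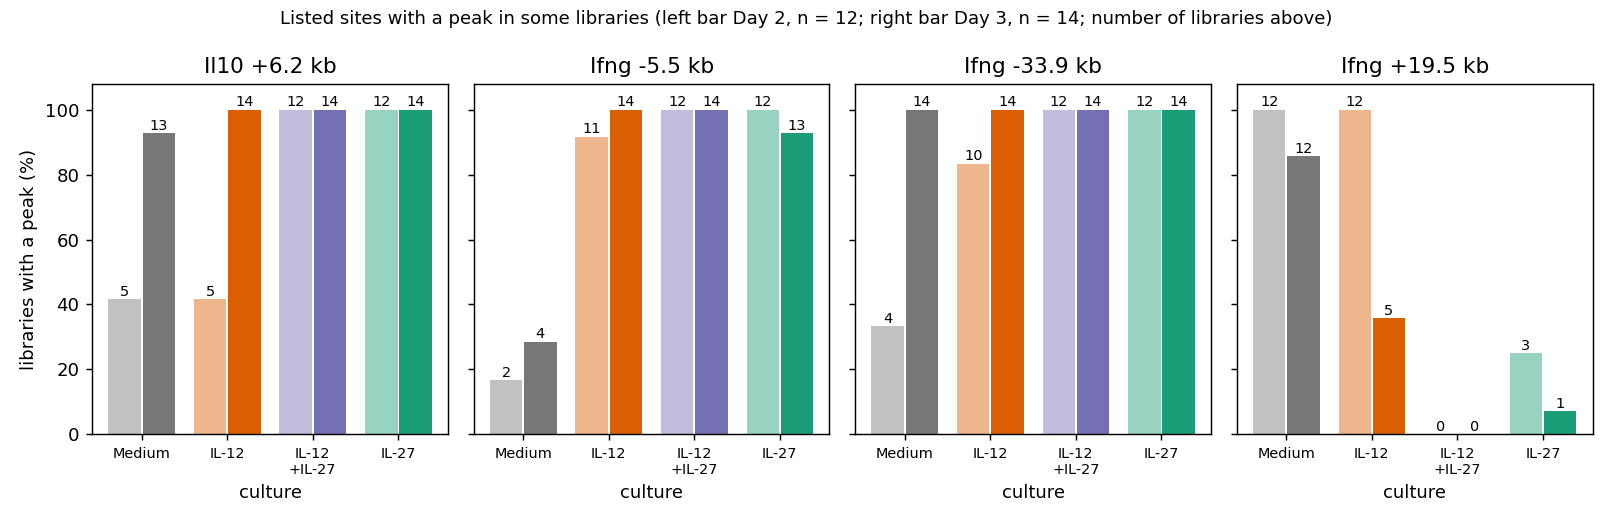
Share of libraries with a peak (%) at the 4 listed sites outside Maf where presence varied, by culture. In each pair the left bar is Day 2 (n = 12) and the right bar Day 3 (n = 14), with the number of libraries above. The site 19.5 kb after the Ifng start had a peak in 0 of 26 IL-12+IL-27 libraries and 24 of 26 medium libraries.

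The sixth comparison was of the number of peaks per library. With IL-27 a library had 20203, 18371 and 21925 more peaks in the prdm1, maf and prdm1 maf backgrounds (permutation test, two-sided, p = 1e-05 each, the smallest these permutations can give). The means were 94970 ± 10224 with and 74766 ± 12856 without IL-27 in the prdm1 background (SD, n = 16 each). Estimated tags were also higher with IL-27, by 3.53, 2.89 and 2.39 M (permutation p = 0.0218, 0.0877 and 0.0957). At an equal pileup multiple the differences in peaks were 16134, 14522 and 19529. IL-12 added 4648 peaks (permutation p = 0.224), 5791 (p = 0.0382, adjusted 0.051) and 9559 (p = 1e-04). Tags differed by 0.790, 1.05 and 3.45 M with IL-12 (permutation p = 0.609, 0.503 and 0.0152), and at an equal pileup multiple the differences in peaks were 3403, 4331 and 5357. Day 3 libraries had 10868, 6610 and 15777 more peaks than Day 2 libraries (permutation p = 0.00612, 0.0178 and 1e-05), with 3.26, 1.04 and 5.29 M more tags (permutation p = 0.0327, 0.54 and 0.00019). At an equal pileup multiple these differences in peaks were 7779, 6318 and 11341. With run means as the unit, where 2 runs are set against 2 or 3, the exact permutation p was 0.333, 0.333 and 0.1, the smallest possible. Cre libraries differed by 388 peaks (permutation p = 0.869), -516 (p = 0.828) and -6747 (p = 0.00346, adjusted 0.00692). Cre libraries of that last background also had fewer estimated tags, by -4.05 M (permutation p = 0.00767), and at an equal pileup multiple the difference in peaks was -3235 (p = 0.0138).

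The seventh comparison asked which factors' motifs changed with culture and day. The share of peaks with an AP-1 motif was 19.9% ± 1.98 (SD, n = 52) with and 17.04% ± 2.59 (n = 52) without IL-27, and 20.4% ± 1.70 (n = 56) on Day 3 and 16.2% ± 1.80 (n = 48) on Day 2 (permutation test, two-sided, adjusted p = 1.87e-05 for each, from the smallest p these permutations can give). The tests by day take libraries as independent. With run means as the unit, each difference by day given in this paragraph had an adjusted p of 0.000859 (exact permutation test). The MARE motif rose from 10.7% to 11.8% with IL-27 and from 10.8% to 11.7% on Day 3. The T-box motif rose from 1.32% to 1.59% with IL-27. The ISRE motif was lower with IL-27 (5.21% against 6.06%) and on Day 3 (4.95% against 6.43%), as was the Blimp-1 motif (2.28% against 2.53%, and 2.23% against 2.62%). The STAT motif was higher with IL-27 (7.23% against 6.97%, adjusted p = 0.000231), IL-12 (7.34% against 6.86%) and on Day 3 (7.53% against 6.60%). IL-12 also raised the shares of AP-1 by 0.636 points (adjusted p = 0.00128), the MARE motif by 0.294 (adjusted p = 1.87e-05) and T-box by 0.0634 (adjusted p = 0.00128). The control motif, CTCF, was lower with IL-27 (5.16% against 5.67%), IL-12 (5.28% against 5.56%), on Day 3 (5.13% against 5.76%) and with Cre (5.35% against 5.49%, adjusted p = 0.000157, lower in 12 of 13 runs). With Cre, the STAT share differed by -0.113 points (lower in 10 of 13 runs, adjusted p = 0.00991), and the T-box share by 0.0259 points (higher in 9 of 13 runs, adjusted p = 0.0399). The alternative that moved the AP-1 difference with IL-27 most, from 2.86 points, was lists of equal length, with 3.74.

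Within each culture, the AP-1 share was higher on Day 3 than on Day 2, by 3.54 points in medium (exact permutation test over runs, two-sided, n = 7 and 6, adjusted p = 0.00148), 5.65 in IL-12, 3.05 in IL-12+IL-27 and 4.35 in IL-27 (adjusted p = 0.000859 each). The MARE motif rose by 0.248 points in medium, 1.09 in IL-12, 1.13 in IL-12+IL-27 and 1.21 in IL-27, and the STAT motif by 0.857, 1.53, 0.481 and 0.889 in the same order. The control motif, CTCF, fell in every culture, by -0.455, -0.774, -0.617 and -0.665 points (exact permutation test, adjusted p at most 0.00884). The Blimp-1 share changed by -0.107 points in medium (exact permutation p = 0.127), -0.430 in IL-12, -0.481 in IL-12+IL-27 and -0.563 in IL-27. The ISRE share changed by -0.249 points in medium (exact permutation p = 0.409), -1.70 in IL-12, -1.79 in IL-12+IL-27 and -2.21 in IL-27. The T-box share rose by 0.160 points in medium and changed by -0.0677 in IL-12+IL-27 and -0.175 in IL-27.

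**Figure D4:**
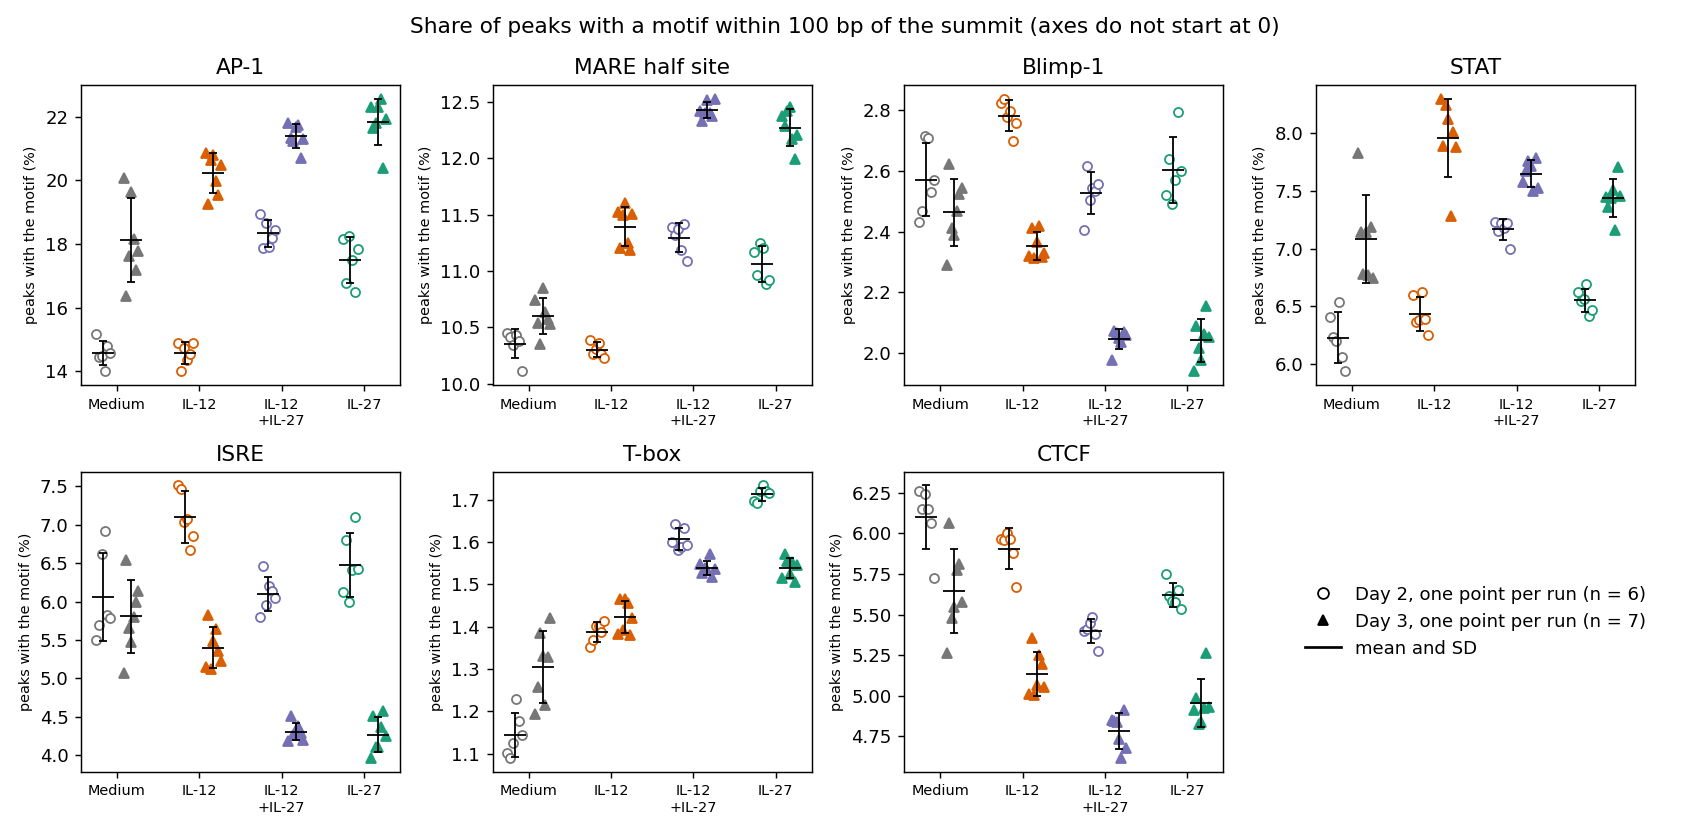
Share of peaks with each motif (%) within 100 bp of the summit, by culture, with 1 point per run and the mean and SD. Open circles are Day 2 (n = 6 runs) and filled triangles Day 3 (n = 7 runs), and the axes do not start at 0. For the MARE motif the Day 3 means were 12.4% in IL-12+IL-27 and 10.6% in medium.

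The last comparison asked whether the IL-27 effect differed between days, with runs as the unit (exact permutation tests over 1716 arrangements, two-sided, adjusted over 8 measures). IL-27 added 24804 ± 4128 peaks on Day 3 (SD, n = 7 runs) and 15050 ± 3192 on Day 2 (n = 6), an exact adjusted p of 0.00233. The IL-27 effect on the MARE motif share was 1.35 points on Day 3 and 0.850 on Day 2 (adjusted p = 0.00117). On the STAT share it was 0.0208 and 0.528 points, on the ISRE share -1.32 and -0.293, on the Blimp-1 share -0.365 and -0.112, and on the T-box share 0.175 and 0.394 (adjusted p at most 0.00186). For AP-1 it was 2.45 and 3.34 points (adjusted p = 0.0286), and with lists of equal length the difference was -0.165 (adjusted p = 0.671). For CTCF the effects were -0.522 and -0.495 points (adjusted p = 0.765). Each effect is a mean over cultures with and without IL-12, which did not always move alike. On Day 3 the STAT share was 7.44% in IL-27 and 7.09% in medium, but 7.65% in IL-12+IL-27 and 7.96% in IL-12. On Day 2 the ISRE share was 6.48% in IL-27 and 6.06% in medium, but 6.10% in IL-12+IL-27 and 7.10% in IL-12.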

Values the study reported

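For the same ATAC-seq libraries, the study reported a first principal component that held 42–56% of the variance and parted cultures with IL-27 from those without it. It described large changes between Day 2 and Day 3 in cultures with cytokines, and no major change in accessibility after deletion of Prdm1, Maf or both. The components given in the results rest on the presence of a peak in the filtered regions. The study clustered these libraries on read coverage, so its share of variance may rest on another measure and cannot be compared directly.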

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

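The tests for depth and list length, and the test of Cre between backgrounds, were chosen after the results were seen.

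The IL-27 effect on the number of peaks differed between days, which a test of the difference itself over runs showed. It was larger on Day 3 by 9754 peaks (exact permutation test, adjusted p = 0.00233, 7 and 6 runs). Libraries with IL-27 were on average deeper, so depth was the first explanation tested. After correction for tags by the slope within groups, the difference between days was 6800 peaks (exact permutation p = 0.0035), and at an equal pileup multiple it was 8326 peaks (adjusted p = 0.00466). This argues against depth as the whole cause. Within pairs of 1 run, genotype and IL-12 state, the IL-27 library had fewer tags in 13 of 52 pairs, and in 13 of these 13 it had more peaks (exact sign test, two-sided, p = 0.000244), so depth is not the whole cause of the IL-27 effect either. That IL-27 opens further sites between Day 2 and Day 3 is a hypothesis left open. The day is shared by all libraries of a run, and differences between runs other than the day were not tested.

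The IL-27 effect on the motif shares also differed between days for 6 of 7 motifs, by the same test over runs. Each effect is a mean over cultures with and without IL-12, which did not move alike for STAT and ISRE. Day 3 minus Day 2 was 0.498 points for the MARE motif, -0.253 for Blimp-1, -0.507 for STAT, -1.02 for ISRE, -0.219 for T-box and -0.893 for AP-1. Lists are longer with IL-27, and longer still on Day 3, so lists of equal length were compared. The differences were then 0.630 points for the MARE motif, -0.272 for Blimp-1, -0.457 for STAT, -1.16 for ISRE and -0.241 for T-box, all past the threshold (largest adjusted p 0.00408). List length therefore does not account for these 5. For AP-1 the difference was -0.165 points (adjusted p = 0.671) with lists of equal length and -0.720 (adjusted p = 0.0686) at an equal pileup multiple, so a biological difference and list length cannot be told apart for AP-1, because the difference no longer passed and neither test bounds its size. For the other motifs a change in the factors bound between the days may explain the differences. This is a hypothesis, since a shared consensus does not say which factor binds, and the share of one motif falls when sites of another are added. The shares pool floxed and Cre libraries. In prdm1 maf Cre libraries, Day 3 MARE shares were 11.9% to 12.1% in IL-27 and 10.5% to 10.7% in medium. On Day 2 they were 10.7% to 10.9% and 10.1% to 10.3%. Blimp-1 shares there were 2.09% to 2.16% and 2.48% to 2.58% on Day 3, and 2.60% to 2.85% and 2.60% to 2.62% on Day 2. These values argue against a need for c-Maf or Blimp-1 in these shifts, though days were not tested in these libraries alone.

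The Cre effect on the number of peaks differed between the prdm1 maf background and the single-gene backgrounds, by -6684 peaks (exact permutation test over 5 and 8 runs, p = 0.0124). Estimated tags differed in the same direction, by -2.73 M (mega) (p = 0.0311 by the same exact permutation test). After correction for tags the difference between backgrounds was -3176 peaks (exact permutation p = 0.0357) and at an equal pileup multiple -3563 (p = 0.0474). Within the prdm1 maf background, the Cre difference was -1548 peaks after correction for tags (permutation p = 0.275) and -3235 at an equal pileup multiple (permutation p = 0.0138). Lower depth in the Cre libraries of that background and an effect of losing both genes cannot be told apart here, because within the background the difference passed the threshold with only 1 of these controls, and between backgrounds both left a smaller one near the threshold.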

How the results depend on the processing

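The equal pileup multiple was chosen after the data were seen, as were all alternatives for days compared within a culture and for the IL-27 effect by day, and run means at the listed sites. The other alternatives were chosen before. Of 93 alternative region counts, 24 were 0 where the count given above was 0 as well, which shows no stability, and 53 of the other 69 stayed within 1.5 times that count. Of 57 alternative R2 values, 56 kept their side of the threshold, as did all 416 that left out 1 library. Of 112 alternative motif differences, 111 kept their side, and that of Blimp-1 with IL-12, past the threshold in neither setting, changed sign with a motif window of 50 bp (-0.000165 against 0.00278 points). Of 48 alternative peak differences, 41 kept direction and side.

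Lists of equal length moved the region counts of IL-27 most, which were then 14809, 17655 and 17967 in the prdm1, maf and prdm1 maf backgrounds. The split was 8605 more and 6204 less often present in the first, against 21875 and 3649 with all peaks, 10106 and 7549 against 21835 and 4680 in the second, and 10312 and 7655 against 32132 and 4423 in the third. Day gave 14674 in the prdm1 maf background (8645 and 6029, against 22717 and 2766). The split for day also moved in the prdm1 background, to 7639 and 5069, and in the maf background, to 5898 and 3531. IL-12 gave 1429 in the prdm1 maf background (1163 and 266, against 2387 and 81). Cre gave 4 in the prdm1 background (1 and 3, against 7 and 1) and 3 in the prdm1 maf background. The median count of regions separating genotypes within a culture and day was 2465, against 2360.5 for the other splits. By construction fewer regions are tested, and a library with more peaks loses more of them, which pulls gained and lost regions toward balance. How much of the gain follows from list length is therefore not shown.

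Without the region filter more regions are tested, and by construction the adjustment is stricter. Day gave 10137 regions in the prdm1 and 5506 in the maf background, IL-12 gave 1002 in the prdm1 maf background, and Cre gave 0 in the prdm1 background (exact test, 1409 at an unadjusted p below 0.05). At an equal pileup multiple Cre gave 5 regions in the prdm1 background. The cause was not tested.

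Splitting strata by run of library numbers gave 16024 regions for IL-27 in the prdm1 background, 0 for IL-12 in the prdm1 maf background (10318 at an unadjusted p below 0.05) and 0 for Cre in the prdm1 and prdm1 maf backgrounds (755 and 2784). The labels pair no libraries. Libraries of a run were more alike than chance, with a mean r of 0.0277 across regions (0.0128 to 0.0673 per run) against at most 0.0140 in 10000 reassignments (permutation p = 1e-04, the smallest possible). Cre and floxed pairs of the maf Day 3 runs had a mean r of 0.123, and the lowest pair of any run had -0.0353, so runs were not taken as pairs. With 16 pairs the smallest p is 3.05e-05, and at least 50 regions would need it to pass in the prdm1 background, so a lost call there says nothing of the effect. In the prdm1 maf background, with 20 pairs, the smallest possible p is 1.91e-06. The smallest reached was 1.53e-05 for IL-12 and 3.81e-06 for Cre (exact test), so this limit was not met. What removed the calls in that background is not shown. The R2 of Cre in the maf background, 1.75%, passed the threshold with permutation within runs (p = 0.00145). The cause was not tested.

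The difference in the number of peaks by day no longer passed with run means as the unit. Its values of 10868, 6610 and 15777 had exact permutation p = 0.333, 0.333 and 0.1, by construction the smallest those runs allow. The IL-12 difference in the maf background was 2.03 Mb by covered length (permutation p = 0.0929). At an equal pileup multiple it was 4331 peaks (permutation p = 0.0158), and with permutation within runs the p for all peaks was 0.015, none of these adjusted. The Cre difference changed sign in the prdm1 background by covered length (-0.166 Mb, permutation p = 0.866) and at an equal pileup multiple (-155 peaks, p = 0.914), and in the maf background at an equal pileup multiple (811 peaks, p = 0.555). None of these Cre differences passed the threshold in any setting.

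Leaving out 1 library at a time gave 2302 to 4375 regions for IL-12 in the prdm1 maf background. The highest came without prdm1 fl/fl maf fl/fl IL-12 Day 3 replicate 1. It gave -655 to 1242 peaks for Cre in the prdm1 background and -1557 to 559 in the maf background, never past the threshold. The IL-12 difference in peaks in the maf background ranged from 4568 to 7103, with an unadjusted permutation p from 0.0064 to 0.0785. Its unadjusted p rose to between 0.0505 and 0.0785 without any one of 8 libraries: maf fl/fl Medium Day 2 replicate 1, Medium Day 3 replicate 1, IL-12 Day 2 replicate 2, IL-12 Day 3 replicate 2, IL-12+IL-27 Day 3 replicate 2 or IL-27 Day 3 replicate 1, or maf fl/fl CD4-Cre Medium Day 3 replicate 1 or IL-12 Day 3 replicate 1. Leaving out 1 run at a time gave -0.0723 to -0.0432 points for the MARE motif with Cre, past the threshold without run 1 of prdm1 Day 2 (-0.0723) or run 1 of prdm1 Day 3 (-0.0714). The T-box difference with Cre ranged from 0.0210 to 0.0303 points and lost its call without run 1 of maf Day 2 (0.0210), run 1 of maf Day 3 (0.0240), run 2 of prdm1 Day 2 (0.0227) or run 1 of prdm1 maf Day 2 (0.0215). With a motif window of 50 bp it was 0.0179 points (adjusted p = 0.0561).

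The T-box share in IL-12 differed between days by 0.0362 points at an equal pileup multiple (exact permutation test, adjusted p = 0.0433) and by 0.0358 with all peaks (adjusted p = 0.0841). The IL-27 effect on the AP-1 share differed between days by -0.165 points with lists of equal length and by -0.720 at an equal pileup multiple, no longer past the threshold. Among the alternative values for the listed sites, 2 no longer passed and 4 newly passed. Of 91 such values that were not a difference of 0 in both settings, 85 kept their side, and only differences past the threshold in neither setting changed sign. The number of peaks follows depth within groups, at 1284 peaks per M (mega) estimated tags, so a region absent from a shallow library may be below detection and not closed. The equal pileup multiple, at which IL-27 still gave 22479, 23529 and 33311 regions, limits this only for peaks above that multiple.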

Other observations

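The explanations in this part and their tests were set out after the results were seen. The kind and number of splits of libraries, the R2 values, lists of equal length and the motif window of 50 bp were fixed before.

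Chance can be excluded for IL-27 in each background. Of 100 splits of the libraries within strata, 1, the real one, gave as many regions. The real counts were 25524, 26515 and 36555, and the highest of the other splits gave 0, 1845 and 0 in the prdm1, maf and prdm1 maf backgrounds. For day, which all libraries of a run share, whole runs were moved between the days. The real splits, with 16343, 12037 and 25483 regions, were 1 of 3, 1 of 3 and 1 of 10, and the others gave at most 0, 0 and 5723, the last with both Day 2 runs set with Day 3 run 2 against the rest. So few splits cannot exclude chance for day in any 1 background. For IL-12 in the prdm1 maf background it was 1 of 100 splits, with 2468 regions against at most 0. For Cre it was 1 of 100 splits in the prdm1 and prdm1 maf backgrounds, with 8 and 6 regions against at most 0. These splits took no account of runs. By the study's methods, the cultures of a genotype in an experiment came from a shared pool of mice. For Cre, moving single libraries therefore cannot exclude a difference between pools. With strata split by run, 0 regions passed for IL-12 and for Cre in the prdm1 maf background (exact test, 10318 and 2784 at an unadjusted p below 0.05). For IL-12 in the prdm1 and maf backgrounds and for Cre in the maf background, where 0 regions passed by the exact test (6079, 6577 and 930 at an unadjusted p below 0.05), 100 of 100 splits gave as many, which a count of 0 fixes in advance, so these splits decide nothing. The R2 of IL-12 did pass in both of those backgrounds (permutation p = 0.00018 and 2e-05).

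Regions passed for IL-12 in the prdm1 maf background and in no other. The explanation tested was more libraries in that background. With any of its 3 Day 3 runs left out, 0 regions passed, with 7895 to 8559 at an unadjusted p below 0.05. This number of libraries is a candidate explanation for the contrast between backgrounds, and a difference in the response to IL-12 was not shown.

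The first principal component held 25.7% to 27.2% of the variance of peak presence. Libraries of one group differed along this component, and depth may account for part of that. As deviations from the group means, the scores and the estimated tags had r = 0.837 (permutation p = 1e-04, the smallest these permutations can give, rho = 0.842), 0.590 (p = 0.0103, rho = 0.619) and 0.534 (p = 0.0431, rho = 0.430 with p = 0.0642) over 32, 32 and 40 libraries, adjusted over 3 relations to 0.0003, 0.0154 and 0.0431. Without the 2 libraries farthest from the median of tags, r was 0.794, 0.499 and 0.461. The relation was weakest in the prdm1 maf background, where the rank correlation did not pass. IL-27 accounted for 55.1%, 68.7% and 58.6% of the scores with all peaks and for 57.4%, 67.8% and 63.9% at an equal pileup multiple.

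Over all libraries, with background added to the strata, 40 of 118973 regions followed Cre, 24 more and 16 less often present. Of 100 splits within strata, 1, the real one, gave as many, and the highest of the others gave 1. Single libraries were moved in these splits, so a difference between pools of mice is not excluded. At an equal pileup multiple 34 passed, 27 of them among the 40. Some of the 16 changed almost only in the prdm1 background, at Ppm1h, at Hist1h4m and on chromosome Y. These had no peak in the maf background and a peak in at most 2 libraries of the prdm1 maf background. Others of the 16, such as those near Lag3, were less often present with Cre in all 3. Of the 24, 20 were in no floxed library of any background, and 19 of these were found with Cre in all 3 backgrounds, so loss of 1 gene cannot explain them. Among the 24, 12 were at most 20 bp wider than an extended tag of 200 bp (at most 220 bp), against 0.391% of all tested regions (Fisher's exact test, two-sided, p = 2.86e-23). Short stacks of tags from sequence that only Cre libraries hold, such as parts of a transgene that match the genome, are a candidate explanation. The reads that would test this were not part of the material used. Outside the Cd4 neighbourhood, 6 of the regions lay within 10 Mb on chromosome 3, between 53247142 and 60795708, where 10000 random draws of tested regions gave at most 5 (permutation p = 1e-04, the smallest these draws can give). A strain variant near a site that only Cre libraries carry might explain this cluster, and the labels do not give the site of the transgene. No biological explanation of these regions was tested.

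In the prdm1 background, 3 of the 8 regions that followed Cre did not differ the same way in the prdm1 maf background at an unadjusted p below 0.05, although Prdm1 is deleted there as well. They were chr9:70079860-70080749 (19 of 20 Cre and 20 of 20 floxed), the Gm10125 intron region chr18:5526644-5526853 (2 and 0) and the Hist1h4m region chr13:21811650-21811909 (0 and 2). At the Gm10125 region a gain had room to show there, so loss of Prdm1 alone is unlikely as its explanation. The chr9 and Hist1h4m regions cannot decide this. Among floxed libraries of the prdm1 maf background, 20 of 20 had the chr9 peak, which left no room for a gain. Only 2 of 20 had the Hist1h4m peak, which left little room for a loss. Differences between the mice of the prdm1 background that came with the genotype, such as strain variants, stay open and were not tested. Over the backgrounds, of 11 regions that followed Cre at an unadjusted p below 0.001 in both backgrounds with floxed Prdm1, 1 was unchanged where Prdm1 is intact, the Prdm1 exon itself. For Maf it was 0 of 6 merged regions. The wide merged region over the Maf start holds other peaks, and both listed sites inside it had no peak in any Cre library of the backgrounds with floxed Maf and a peak in all libraries where Maf is intact.

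Peaks near Lag3 were present in fewer libraries with Cre in all 3 backgrounds. Lag3 lies 16.1 kb from Cd4, and CD4-Cre is driven by Cd4 regulatory sequence. Of 19 other tested regions within 100 kb, 10 differed by Cre at an unadjusted p below 0.05 over all libraries, 5 more and 5 less often present, against 5.45% of regions elsewhere (Fisher's exact test, two-sided, p = 1.36e-08). A change of the Cd4 neighbourhood that came with Cre is a candidate explanation for the Lag3 regions. Loss of Blimp-1 or c-Maf was not excluded as a further cause, since all Cre libraries lack at least 1 of them.

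The share of peaks with the CTCF motif was lower with Cre in all 3 backgrounds, by -0.110, -0.102 and -0.182 points (permutation p = 0.00174, 0.181 and 0.00371 in the prdm1, maf and prdm1 maf backgrounds). After correction for tags the difference over all libraries was -0.128 points (permutation p = 0.00015), which argues against depth as the cause. With lists of equal length it was -0.228 points (adjusted p = 0.000342), at an equal pileup multiple -0.190 (adjusted p = 3.29e-05) and with a window of 50 bp -0.155 (adjusted p = 0.000115), so list length does not account for it. An effect of deletion stays open.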
